A study of Mus musculus with 2 samples. Its data were reported in "Androgen deprivation induces double-null prostate cancer via aberrant nuclear export and ribosomal biogenesis through HGF and Wnt activation" (2024).

How the data were processed

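Single-cell RNA-seq libraries (10x Genomics, 3′ chemistry) of prostate tumour tissue from DoubleTg and TripleTg mice were analysed, with 1 library per genotype. Per the file headers and the values, the deposited matrices hold raw UMI counts, whole numbers per gene and cell that the authors made with Cell Ranger from reads aligned to the mouse genome with the hMETtg and hHGFtg sequences added. The header of the DoubleTg matrix names Cell Ranger 6.1.1, a release other than the one in the study's methods, and that of the TripleTg matrix names none. Both hold the same 28000 features. Both matrices hold called cells with at least 500 UMIs, and the limits of the study on genes and mitochondrial UMIs had not been applied to the DoubleTg matrix. All 9492 TripleTg cells already met the limits that the study states, with 266 to 6995 genes and at most 15.0% mitochondrial UMIs, so these limits had been applied to that matrix before deposit.

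The same limits were applied to both libraries, over 200 and under 7000 genes and under 15% mitochondrial UMIs. They left out 71 DoubleTg cells for few genes, 421 for many genes and 1042 for mitochondrial UMIs, with some cells over more than 1 limit. The kept DoubleTg cells had a mean of 3427 genes and the TripleTg cells a mean of 3500.3 genes. Gene positions are gene spans on GRCm38 from GENCODE mouse release 21, matched by Ensembl identifier for 27722 of 28000 features. The transgenes have no position.

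Each library was clustered on its own with scanpy 1.11.5, on log-transformed counts per 10000, 2000 variable genes, 20 principal components, 15 neighbours and Leiden clusters at resolution 1, which gave 26 DoubleTg and 25 TripleTg clusters. Classes were named from marker lists, for 2 genes of which there was no feature. A cluster took the name of a non-epithelial class when the mean log2 fold of the class markers over the median cluster was at least 2. A mean of at least 1.5 sufficed with a marker among its top 10 genes, and 3 markers had to be raised in either case. A cluster was epithelial-like when 3 epithelial markers were each in 0.5 of its cells. It was mixed when a non-epithelial cluster had a mean epithelial marker share of at least 0.9. Within the epithelial-like class, basal-like and seminal vesicle-like clusters needed a mean log2 fold of at least 1, with 3 markers raised and 3 in 0.5 of cells. They also needed more markers than luminal among the top 10 genes, or for basal-like a mean marker share of 0.6. Other clusters with 5 luminal markers in 0.5 of cells were luminal-like, unless they failed only this last part of the basal rule. These naming thresholds were revised after the clusters had been seen, while the marker lists were not. Clusters left unnamed were shallow ones (1210 DoubleTg and 1078 TripleTg cells) or mixed ones (16 and 145 cells).

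UMIs were summed per gene over the cells of a class and divided by the total of the class to give CPM. Intervals are exact Poisson for sums, exact binomial (Clopper-Pearson) for shares, conditional binomial for log2 ratios and, for the median of a list and for ratios within clusters, from 2000 Poisson resamplings. A list's median was placed among 10000 random lists, each gene replaced by 1 of the 200 genes nearest in expression. A gene with 0 UMIs in 1 group was given as a bound from 3 counts. Cells were thinned without replacement to 5000 UMIs, and 2171 DoubleTg and 1699 TripleTg cells under that depth were left out of thinned values. A cell was hMETtg-positive with at least 1 hMETtg UMI. For thinned values this was called again on the thinned counts, which left 3433 DoubleTg and 831 TripleTg positive epithelial-like cells. A cell was cycling when at least 3 of 15 proliferation genes had a UMI after thinning. Ratios within clusters used clusters with at least 20 positive and 20 negative cells and were weighted by positive cells.

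The gene lists, the comparisons, the named-gene rule and the alternatives in the closing section, apart from the added ones stated there, were chosen before the data were examined. The androgen-regulated list was 12 genes, among them Pbsn, Fkbp5, Tmprss2, Msmb, Steap4, Mme, Spink1, Zbtb16, Tsc22d3, Sbp and Ndrg1. The Wnt target list was Axin2, Lef1, Tcf7, Nkd1, Notum, Rnf43, Znrf3, Sp5, Lgr5, Apcdd1, Ccnd1 and Myc. The ribosomal protein list held 81 genes named Rpl or Rps with a number and the like, without pseudogenes. The text names the genes that the study names for its single-cell comparisons and the genes of these lists, apart from a few whose own values are not reported here. Beyond these it names the 10 highest and 10 lowest ratios of TripleTg over DoubleTg and the 5 highest and 5 lowest ratios of hMETtg-positive over hMETtg-negative DoubleTg cells at 5000 UMIs, among genes with at least 50 CPM in either group and with sums under 3 UMIs set to 3. Genes named in the closing section as tissue markers were chosen after these rankings were seen, and the medians of the 12 Wnt target genes between hMETtg-positive and hMETtg-negative cells were added after the other results were seen.

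With 1 library per genotype no test between groups was run and no count of changed genes is given. The study's own integration, pseudotime and tests on single cells were not used here. The steps were tested on simulated data made from the summed counts of 28000 genes with 200 changed ones. Of these, 200 were recovered within 0.2 of the known log2 ratio, and 96.2% of the intervals covered the known value. A raised list of 12 genes lay at percentile 100 of random lists and 40 unchanged lists lay at a median percentile of 50.3. The counts were drawn from the Poisson model that the intervals assume, so this tests the arithmetic only. Clustering, class names, hMETtg calls, ratios within clusters and variation between cells or animals were not simulated. Doublets were scored with the Scrublet method in scanpy, which called 310 DoubleTg cells (2.93%) and 0 TripleTg cells by its automatic threshold. The work used Python 3.11.15 with anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM factors.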

Results

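Single-cell RNA-seq was measured in prostate tumour tissue from mice of 2 genotypes, with 1 library per genotype. DoubleTg mice carried a human HGF transgene (hHGFtg) expressed in the whole body and a human MET transgene (hMETtg) that a Cre recombinase under a probasin promoter switches on in prostate epithelium. TripleTg mice also carried a Ctnnb1 allele from which the same recombinase removes exon 3, which leaves a stabilised β-catenin protein. The unit of measurement was the unique molecular identifier (UMI), which marks 1 captured RNA molecule. The DoubleTg library held 12072 cells with 302424122 UMIs, of which 10598 cells (87.8%) with 256880958 UMIs were kept. The TripleTg library held 9492 cells with 229655259 UMIs, and every cell was kept. The median depth of the kept cells was 16761 UMIs in DoubleTg and 20097 UMIs in TripleTg, and the means were 24239 and 24195 UMIs. There were no replicates, so no difference below has a replicate check, a test or a p-value. All intervals are 95% intervals that cover counting error only.

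The first comparison asked how many cells of each library were epithelial. Clusters were named here from marker genes, and these rebuilt names may differ from those of the study. Epithelial-like cells made up 7002 of 10598 DoubleTg cells (66.1%, 65.2 to 67.0) and 6628 of 9492 TripleTg cells (69.8%, 68.9 to 70.7). Clusters that took no name held 1226 DoubleTg cells (11.6%, 10.97 to 12.2) and 1223 TripleTg cells (12.9%, 12.2 to 13.6). Counting these unnamed clusters as epithelial-like moved the shares most, to 77.6% in DoubleTg and 82.7% in TripleTg. The sizes of the luminal-like, basal-like and fibroblast-like classes were not compared between the libraries.

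The next comparison asked in which cells the human MET transgene was detected. At least 1 hMETtg UMI was present in 4483 of 7002 DoubleTg epithelial-like cells (64.0%, 62.9 to 65.1) and in 2427 of 6628 TripleTg epithelial-like cells (36.6%, 35.5 to 37.8). The median depth of these classes was 26731.5 UMIs in DoubleTg and 25661 UMIs in TripleTg. Immune-like cells should lack the transgene, as should the other non-epithelial classes given below. The immune-like share with hMETtg was 17.5% (15.2 to 19.9) at a median of 7491 UMIs in DoubleTg and 5.08% (3.50 to 7.10) at a median of 9099 UMIs in TripleTg. When each cell was thinned to 5000 UMIs, the epithelial-like share was 51.7% (50.5 to 52.9) in DoubleTg, with 357 shallower cells left out, and 13.1% (12.2 to 13.9) in TripleTg, with 267 left out. The thinned immune-like share was 12.4% in DoubleTg, with 292 cells left out, and 2.56% in TripleTg, with 123 left out. Restricting the class to luminal-like cells moved the DoubleTg share most, to 83.9%, and the thinning moved the TripleTg share most. Summed over the class, hMETtg stood at 431 CPM (428 to 434), the UMIs of the gene per 1000000 UMIs of the class, in DoubleTg and 39.9 CPM (39.0 to 40.7) in TripleTg epithelial-like cells, against 117 CPM and 10.3 CPM in the immune-like cells.

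Within DoubleTg the hMETtg share was 83.9% of luminal-like cells and 68.8% after thinning, and the summed level was 494 CPM (491 to 497). In DoubleTg basal-like cells the share was 14.6%, or 6.60% after thinning, which lay below the immune-like share and was read as background. Seminal vesicle-like cells of DoubleTg had a share of 32.5%, or 21.6% after thinning. In TripleTg the share was 33.9% of luminal-like cells (10.3% after thinning), 32.1% of basal-like cells (11.7% after thinning) and 68.6% of seminal vesicle-like cells (39.8% after thinning). The last class pooled 2 clusters that differed, with shares of 86.8% in 441 cells and 11.97% in 142 cells. Fibroblast-like cells had shares of 15.4% in DoubleTg and 16.3% in TripleTg, or 13.1% and 14.1% after thinning, and 420 of the 954 DoubleTg cells of this class lay in a cluster with 2 smooth muscle markers among its top 10 genes. By level, TripleTg luminal-like cells stood at 25.8 CPM (25.0 to 26.6) and basal-like cells at 30.2 CPM (28.1 to 32.3), against 46.9 CPM (41.4 to 53.0) in fibroblast-like cells and 37.3 CPM (28.4 to 48.2) in 154 neutrophil-like cells. A mixed TripleTg cluster of 145 cells, unnamed, with Ptprc in 77.9% of cells, had an hMETtg share of 29.7%. Other TripleTg classes that should lack hMETtg lay below the luminal-like cells. They stood at 13.9 CPM in endothelial-like, 8.98 in smooth muscle-like, 3.06 in macrophage-like and 1.82 in dendritic-like cells. The fibroblast-like and neutrophil-like cells were shallower, with medians of 5590 and 2640 UMIs against 25721.5 in luminal-like cells. Background can therefore take a larger share of their UMIs. So hMETtg in TripleTg luminal-like cells was above some but not all classes that should lack it. Among TripleTg luminal-like clusters the share ran from 5.6% in 125 cells, with a median of 23785 UMIs, to 49.1% in 770 cells, with a median of 27023.5 UMIs. Shares this unlike at similar depth argue against an even background as the source of every positive luminal-like cell. How many of the TripleTg positive cells were background was not determined. The thinning left out 161 luminal-like, 155 basal-like, 38 seminal vesicle-like and 334 fibroblast-like cells in DoubleTg, and 154, 70, 43 and 300 in TripleTg.

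**Figure D1:**
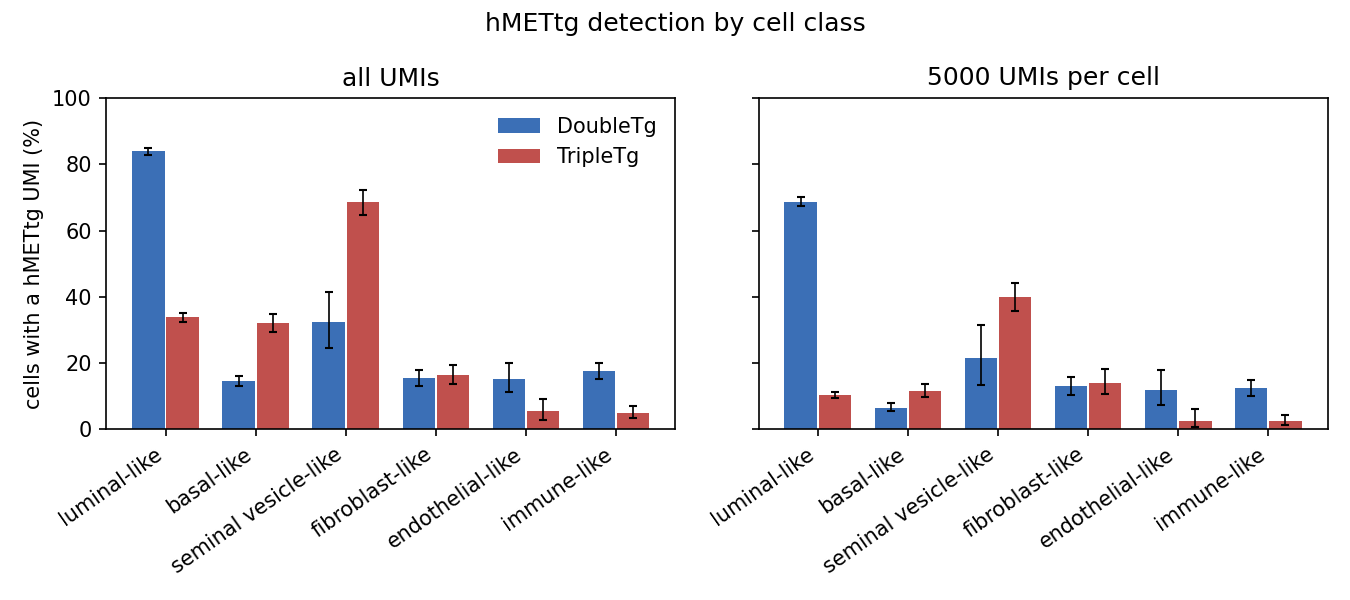
Percent of cells of each class with at least 1 hMETtg UMI, with all UMIs (left) and with 5000 UMIs per cell (right), for the DoubleTg and TripleTg libraries. Bars are shares and lines are exact binomial 95% intervals; the DoubleTg luminal-like bar stands at 83.9% with all UMIs and 68.8% after thinning.

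The hHGFtg transgene was detected in 62.2% of DoubleTg epithelial-like cells, at 359 CPM, and in 35.5% of TripleTg epithelial-like cells, at 73.9 CPM. After thinning these shares were 43.8% and 16.7%. By share, basal-like cells went the other way, with 45.9% in DoubleTg and 76.2% in TripleTg, or 38.8% and 57.0% after thinning. Their levels were 727 and 362 CPM. Luminal-like cells stood at 315 CPM in DoubleTg and 18.5 CPM in TripleTg. Fibroblast-like cells had the highest levels, 1364 and 651 CPM. Since this transgene is expressed in the whole body, the immune-like cells are not a background class for it. Immune-like cells had shares of 14.7% in DoubleTg and 8.73% in TripleTg, or 9.96% and 3.35% after thinning. In the hMETtg-positive epithelial-like cells the log2 ratio of hHGFtg, TripleTg over DoubleTg, was −2.05 (−2.09 to −2.02), and it ran from −4.04 to −1.50 over the alternative settings.

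The study compared hMETtg-positive with hMETtg-negative epithelial cells of DoubleTg and reported higher levels of Wnt target genes in the positive cells. The 4483 positive cells were 92.8% luminal-like and 6.07% basal-like, with a median of 35787 UMIs. The 2519 negative cells were 31.7% luminal-like and 63.3% basal-like, with a median of 14070 UMIs. Over the 5 genes that the study names for this comparison, the median log2 ratio, positive over negative, was 0.55 (0.50 to 0.61), at percentile 97.0 of 10000 random lists matched on expression, whose central 95% ran from −0.41 to 0.58. The study names these 5 genes from the same comparison, so the percentiles of this list are not independent evidence. At 5000 UMIs per cell the median was 0.61 (0.49 to 0.68), at percentile 96.6. Taking the ratio within each of 11 clusters moved the median most, to 0.20.

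The 12 Wnt target genes that are listed for the genotypes below went the other way in this contrast. Their DoubleTg median was −1.50 (−1.64 to −1.10), at percentile 0 of the matched random lists, with 11 genes lower in positive cells, among them Axin2 at −0.998 (−1.25 to −0.74), Myc at −0.54 (−0.58 to −0.50), Ccnd1 at −2.59 (−2.63 to −2.55) and Lef1 at −3.07 (−4.13 to −2.09) from 13 and 30 UMIs. Sp5 was higher, at 1.65 (1.37 to 1.95). At 5000 UMIs per cell the median was −1.23 (−1.47 to −0.67). In luminal-like cells alone it was −0.27 (−0.51 to 0.0074), which was not distinguishable from 0. These 12 genes as a group were therefore not higher in the positive cells of DoubleTg. In TripleTg the median of the 12 genes was −0.24 (−0.28 to −0.17), and −0.03 (−0.09 to 0.0037) in luminal-like cells alone. At 5000 UMIs per cell the TripleTg median was −0.13 (−0.23 to 0.0049), which was not distinguishable from 0.

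Mmp7 (ENSMUSG00000018623, chromosome 9, 7692090 to 7699585 of the mouse assembly GRCm38) had a log2 ratio of 1.88 (1.87 to 1.90), with 4855 CPM in positive and 1315 CPM in negative cells. Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) had a ratio of 0.70 (0.67 to 0.72). Tcf7l2 (ENSMUSG00000024985, chromosome 19, 55741820 to 55933654) had a ratio of 0.55 (0.50 to 0.61). Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) had a ratio of 0.45 (0.41 to 0.48). Plaur (ENSMUSG00000046223, chromosome 7, 24462484 to 24475968) went the other way, with a ratio of −0.77 (−0.79 to −0.75), from 428 CPM in positive and 729 CPM in negative cells. Within clusters the ratios were 0.24 for Mmp7, 0.20 for Sox9, 0.04 (−0.04 to 0.14) for Tcf7l2, 0.66 for Cd44 and −0.11 (−0.16 to −0.07) for Plaur, so the Tcf7l2 difference was not detectable there at this depth. The mouse gene Met (chromosome 6, 17463800 to 17573980) had a pooled ratio of 1.13 (1.08 to 1.19), and reads shared between Met and hMETtg were not separated here.

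In TripleTg the same contrast set 2427 positive cells, 68.4% luminal-like, 15.1% basal-like and 16.5% seminal vesicle-like, against 4201 negative cells, 77.2% luminal-like, 18.4% basal-like and 4.36% seminal vesicle-like. The median over the 5 genes was −0.07 (−0.08 to −0.06), at percentile 34.0 of the matched random lists. The luminal-like cells had no more hMETtg per UMI than fibroblast-like cells, as given above. The ratios were −0.10 for Cd44, −0.08 for Sox9, −0.04 for Tcf7l2, −0.07 for Mmp7 and 0.17 for Plaur. In luminal-like cells alone the median was 0.04 and within clusters it was 0.05, so both settings changed its direction. TMM factors raised every ratio of this contrast by the same 0.067 and took the median to −0.0041 (−0.014 to 0.0071), so the sign of ratios this small depends on the scaling. The ratio of Met was 0.60 (0.55 to 0.65).

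**Figure D2:**
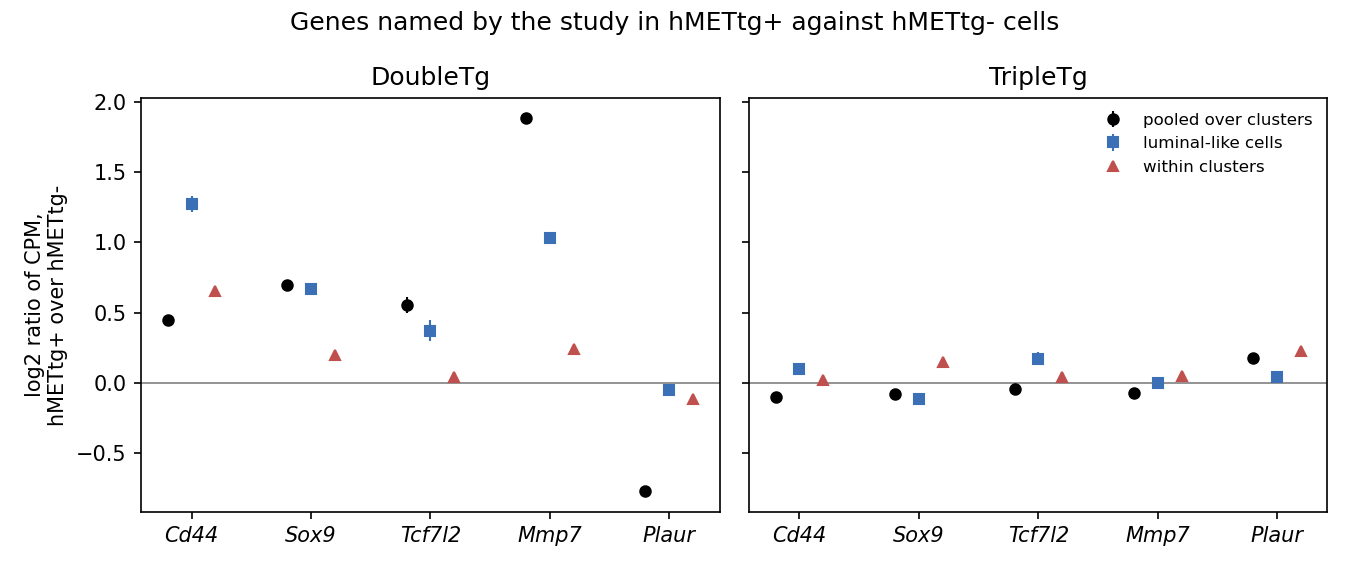
Log2 ratio of CPM, hMETtg-positive over hMETtg-negative epithelial-like cells, for the 5 genes named by the study, in each library, pooled, in luminal-like cells alone and within clusters. Lines are 95% counting intervals where drawn; pooled Mmp7 stands at 1.88 in DoubleTg and −0.07 in TripleTg.

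Among 2836 genes ranked at 5000 UMIs per cell in DoubleTg, the 5 with the highest ratio of positive over negative cells were Ctse (2.88), Sema7a (2.37), Sprr2a3 (2.30), Plat (2.17) and Ido1 (2.13). The 5 with the lowest were Svs2 (−3.75), Krt14 (−3.70), Gja1 (−3.65), Svs5 (−3.65) and Csf3 (−3.63). Krt14, Svs2 and Svs5 were among the markers used to name the clusters. In luminal-like cells alone, with all UMIs, Krt14 stood at −0.96 (−1.03 to −0.90), Svs2 at 0.05 (−0.05 to 0.16) and Svs5 at 0.04 (−0.07 to 0.16). Svs2 and Svs5 were thus not distinguishable from 0 there. Ctse lies on chromosome 1 from 131638306 to 131675505 and Plat on chromosome 8 from 22757727 to 22782844.

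The study also related the level of hMETtg to these genes across cells, and 48 Spearman coefficients were computed here for 6 genes over both libraries. They are across cells of 1 library, and cells are not independent replicates. In the 4483 positive DoubleTg cells the coefficients with hMETtg were 0.40 for Mmp7, 0.28 for Cd44, 0.26 for Sox9, 0.24 for Plaur, 0.17 for Tcf7l2 and 0.62 for Met. In 3433 positive cells at 5000 UMIs they were 0.25 for Mmp7, 0.20 for Plaur, 0.18 for Cd44, 0.14 for Sox9, 0.04 for Tcf7l2 and 0.30 for Met. In the 2427 positive TripleTg cells with all UMIs they were −0.22 for Cd44, −0.21 for Tcf7l2, −0.18 for Mmp7, −0.07 for Sox9, 0.17 for Plaur and 0.31 for Met. In 831 positive TripleTg cells at 5000 UMIs they were −0.19 for Cd44, −0.12 for Mmp7, −0.05 for Tcf7l2, 0.03 for Sox9, 0.09 for Plaur and 0.23 for Met. Over all 7002 epithelial-like DoubleTg cells the coefficients were 0.55 for Mmp7, 0.37 for Sox9, 0.31 for Tcf7l2, 0.20 for Cd44, −0.071 for Plaur and 0.54 for Met, and in the 6645 of them at 5000 UMIs they were 0.51, 0.28, 0.12, 0.15, −0.066 and 0.35, so Plaur changed sign with the cells used. Over all 6628 epithelial-like TripleTg cells they were −0.042 for Mmp7, −0.0099 for Sox9, 0.0029 for Tcf7l2, −0.046 for Cd44, 0.12 for Plaur and 0.25 for Met, and in 6361 of them at 5000 UMIs they were −0.044, −0.025, −0.024, −0.053, 0.063 and 0.13.

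The comparison between the genotypes asked how the addition of stabilised β-catenin changed hMETtg-positive epithelial cells. Since the background part of the TripleTg group was not determined, values over all epithelial-like cells are given with the alternatives. It set 2427 TripleTg cells with 94327220 UMIs against 4483 DoubleTg cells with 179136748 UMIs. Over the 9095 genes with at least 5 CPM in either group, the median log2 ratio was −0.15 when scaled by total UMIs and −0.14 with the TMM factors of edgeR, so values relative to −0.15 are given beside the ratios. The ratio of hMETtg in these cells was −2.67 (−2.70 to −2.64), or −2.52 relative to that median.

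For the 12 androgen-regulated genes the median log2 ratio was −3.55 (−3.78 to −3.44), or −3.40 relative to the median of all genes. It lay at percentile 0 of 10000 matched random lists, whose central 95% ran from −0.58 to 0.35, and 10 of the 12 genes were lower in TripleTg under either scaling. Thinning to 5000 UMIs moved this median most, to −2.97. Pbsn (ENSMUSG00000000003, chromosome X, 77837901 to 77853623), which encodes probasin, had 351 UMIs in TripleTg and 224616 in DoubleTg, a ratio of −8.40 (−8.55 to −8.25). Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) had a ratio of −4.31 (−4.50 to −4.14). Msmb had 0 UMIs in TripleTg and 951921 in DoubleTg, at least 167083-fold lower. Sbp had 3 UMIs in TripleTg, a ratio of −20.51 (−22.78 to −18.96). The 2 genes that were higher in TripleTg were Ndrg1 (1.79) and Tmprss2 (0.56).

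For the 12 Wnt target genes the median log2 ratio was 3.95 (3.85 to 4.05), or 4.10 relative to the median of all genes. It lay at percentile 100 of the matched random lists, whose central 95% ran from −0.62 to 0.29, and 10 of the 12 genes were higher in TripleTg under either scaling. Restricting the cells to the luminal-like class moved it most, to 4.32. Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783) had 6650 UMIs in TripleTg and 366 in DoubleTg, a ratio of 5.11 (4.96 to 5.26). Lef1 had a ratio of 6.60, Notum 6.28, Nkd1 6.04, Apcdd1 6.002, Lgr5 5.84, Rnf43 2.79, Tcf7 2.55, Znrf3 1.99 and Ccnd1 0.58. Myc, at −1.001 (−1.05 to −0.95), and Sp5, at −2.18, were lower in TripleTg. Taking all epithelial-like cells in place of the hMETtg-positive ones changed the direction of Ccnd1, to −0.54. Tcf4 (ENSMUSG00000053477, chromosome 18, 69343356 to 69689079) had a ratio of 1.84 (1.78 to 1.90). Tcf7l2, whose protein is often called TCF4, had a ratio of 0.13 (0.10 to 0.17), and at 5000 UMIs per cell it was −0.13 (−0.29 to 0.04). The study's other genes for hMETtg-positive DoubleTg cells were mostly lower in TripleTg, at −1.06 for Mmp7, −0.82 for Sox9 and −0.54 for Plaur. Cd44 was higher, at 0.47. Ctnnb1 itself had a ratio of −0.52 (−0.54 to −0.49), or −0.37 relative to the median of all genes.

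**Figure D3:**
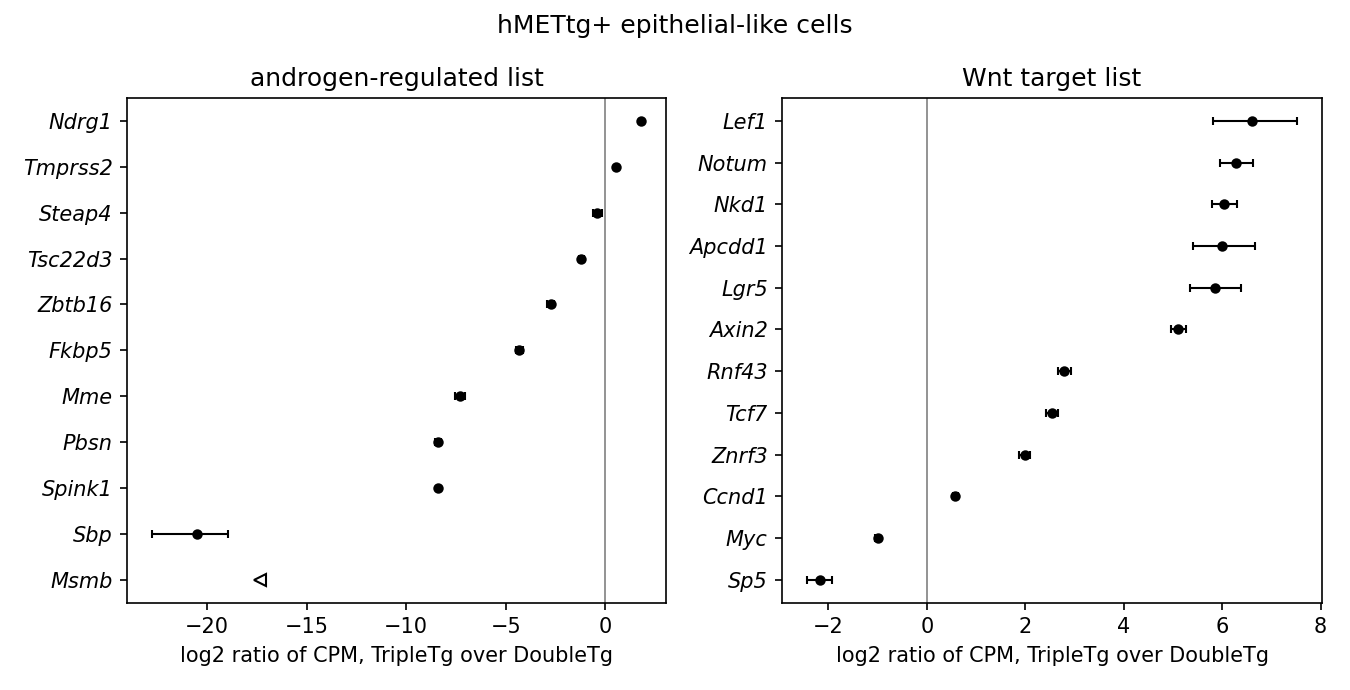
Log2 ratio of CPM, TripleTg over DoubleTg, in hMETtg-positive epithelial-like cells, for 11 androgen-regulated and 12 Wnt target genes, with 95% counting intervals. The open triangle for Msmb is a bound, since it had 0 UMIs in TripleTg; 9 of the 11 genes lie below 0 and 10 of the 12 above 0.

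For ribosomal protein genes, which the study relates to ribosome synthesis, 79 of the 81 listed genes had a value, and the median log2 ratio was 0.28 (0.27 to 0.29). Relative to the median of all genes it was 0.43, with 65 genes above and 14 below that median. The list lay at percentile 99.9 of the matched random lists, whose central 95% ran from −0.23 to 0.06. Single genes ranged from −0.88 to 0.93, and 58 were higher and 21 lower in TripleTg when scaled by total UMIs. The list took 25.1% of the UMIs of the TripleTg cells and 21.9% of those of the DoubleTg cells. Luminal-like cells alone moved the median most, to 0.45, and 5000 UMIs per cell, with positive cells called again, lowered it to 0.13. Rpl12 (ENSMUSG00000038900, chromosome 2, 32961559 to 32965345) had a ratio of 0.61 (0.60 to 0.62), or 0.76 relative to the median of all genes, and Rps16 (ENSMUSG00000037563, chromosome 7, 28350652 to 28353155) had a ratio of 0.24 (0.24 to 0.25), or 0.39 relative to that median.

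Xpo1 (ENSMUSG00000020290, chromosome 11, 23256041 to 23298249), which encodes the nuclear export protein exportin, had 1094 UMIs in TripleTg and 1674 in DoubleTg, or 11.6 and 9.34 CPM. Its log2 ratio was 0.31 (0.20 to 0.42), or 0.46 (0.35 to 0.57) relative to the median of all genes. Asking for at least 2 hMETtg UMIs per cell moved it most, to 0.12 (−0.02 to 0.26), and at 5000 UMIs per cell it was 0.22 (−0.26 to 0.68), so no difference was detectable at that depth. With cycling cells left out the Xpo1 ratio was 0.20 (0.09 to 0.32), lower but within the interval found with all cells. At 5000 UMIs, 318 of 6361 TripleTg and 48 of 6645 DoubleTg epithelial-like cells were cycling. Cycling cells may therefore account for part of the Xpo1 difference, but not for all of it. Eif4a1 (ENSMUSG00000059796, chromosome 11, 69666936 to 69672423), which encodes a translation initiation factor, had a ratio of −0.33 (−0.35 to −0.32), or −0.18 relative to the median of all genes. Sp1, which encodes a transcription factor, had a ratio of −0.04 (−0.10 to 0.03), or 0.11 (0.04 to 0.17) relative to that median.

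Among 2769 genes ranked between the genotypes, the 10 with the highest ratio included 6 α-defensin genes on chromosome 8, which are close paralogs whose reads were not separated from one another here. The highest was Defa21 (21025545 to 21026516), with 89023 UMIs in TripleTg and 2 in DoubleTg, a ratio of 16.37 (14.51 to 19.41). It was followed by Defa22 (15.69), Gm15293 (14.17), Gm14850 (13.96), Gm10104 (13.30) and Defa5 (12.89). Sftpc (chromosome 14, 70520949 to 70524081), a lung surfactant gene, had 12887 UMIs in TripleTg and 2 in DoubleTg, a ratio of 13.58 (11.73 to 16.62), and its UMIs were spread over cell classes. Rptn had 1 UMI in DoubleTg, a ratio of 13.22 (10.74 to 18.52), and Apoc4 had a ratio of 11.26. Sva had 6678 UMIs in TripleTg and 0 in DoubleTg, at least 4227-fold higher.

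The 10 genes with the lowest ratio included Sbp and Msmb, given with the androgen-regulated genes. Sbpl had 0 UMIs in TripleTg and 525052 in DoubleTg, at least 92158-fold lower, and Scgb2b27 had 0 and 12170 UMIs, at least 2136-fold lower. Abo had 2 UMIs in TripleTg, a ratio of −12.34 (−15.38 to −10.49). The other 5 were 5430419D17Rik (−10.59), Timp4 (−10.17), Cldn10 (−9.39), 9530002B09Rik (−9.10) and Erdr1 (−8.62), the last a gene of the region shared by chromosomes X and Y. Under the 11 alternative settings tried, with sums under 3 UMIs set to 3, these 20 genes kept their direction. Thinning to 5000 UMIs left several of them at that floor, and taking all epithelial-like cells brought Gm15293 to 10.37.

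Neuroendocrine genes were near the floor of detection in these cells. Syp had 8 UMIs in TripleTg and 16 in DoubleTg, and Insm1 had 8 and 9. Chga had 7 UMIs in TripleTg and 2 in DoubleTg, a ratio of 2.73 (0.34 to 6.04), which turned to −0.90 with a mean over cells and to −0.54 over all epithelial-like cells.

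The study compared luminal clusters of TripleTg, some with more proliferation genes, for 8 genes. Here 279 cycling luminal-like cells were set against 4471 non-cycling ones at 5000 UMIs per cell, and 5.87% (5.22 to 6.58) of the cells were cycling. The median log2 ratio of the 8 genes, cycling over non-cycling, was −0.03 (−0.06 to 0.02), at percentile 37.0 of the matched random lists, which is not independent evidence since the study names the genes from these data, and TMM factors moved it most, to −0.14. Xpo1 had a ratio of 1.15 (0.63 to 1.64), from 39 UMIs in cycling and 281 in non-cycling cells. Eif4a1 had a ratio of 0.27 (0.18 to 0.36). The ratio of Tcf4, 0.21 (−0.04 to 0.46), was not distinguishable from 0 at this depth, and neither was that of Rps16 (−0.01). Rpl12 had a ratio of −0.07 (−0.11 to −0.03). Dkk2, at −0.58 (−0.89 to −0.29), and Spint1, at −0.46 (−0.64 to −0.29), were lower in cycling cells.

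Luminal-like cells of TripleTg were also clustered without these genes, which gave 13 clusters of at least 100 cells. Xpo1 ranged from 8.17 CPM in cluster 4 to 24.9 CPM in cluster 6, and Eif4a1 ranged from 539 CPM in cluster 4 to 805 CPM in cluster 6. Cluster 6 held 446 cells, and 56.6% of the 445 with at least 5000 UMIs were cycling. Tcf4 ranged from 36.8 to 150 CPM, with the highest level in cluster 10, and Dkk2 ranged from 14.5 to 216 CPM, with the highest level in cluster 13. Rpl12 ranged from 2923 to 5268 CPM and was highest in cluster 10. Rps16 ranged from 3360.1 to 6072 CPM and was highest in cluster 2. Spint1 ranged from 193 to 399.6 CPM and was highest in cluster 7.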

Values the study reported

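Before its filter on cells, the study counted 12,004 DoubleTg and 14,939 TripleTg cells. After it, 9236 DoubleTg cells remained, averaging 3822 genes and 27,456 UMIs, and 9492 TripleTg cells, averaging 3500 genes and 24,195 UMIs.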

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

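The settings below, such as the thinning and the TMM factors, were planned, but their use as tests of an explanation was chosen only after the results were seen. The 5 Wnt-related genes that the study names had opposite signs in the libraries under the same contrast, hMETtg-positive over hMETtg-negative epithelial-like cells. In TripleTg the log2 ratios were −0.10 for Cd44, −0.081 for Sox9, −0.042 for Tcf7l2, −0.071 for Mmp7 and 0.17 for Plaur, against 0.45, 0.70, 0.55, 1.88 and −0.77 in DoubleTg. The difference between the libraries was not tested, since each genotype has 1 library.

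Unequal depth of positive and negative cells was argued against as the whole cause. At 5000 UMIs per cell the TripleTg median over the 5 genes was −0.14 and kept its sign. Positive and negative cells were called again at that depth, so the cells compared changed too. Free RNA that makes negative cells look positive and the opposite signs as such cannot be told apart. Asking for at least 2 hMETtg UMIs left the TripleTg median at −0.15, but whether 2 UMIs are background was not determined. TripleTg luminal-like cells, 68.4% of the positive group, stood at 25.8 CPM of hMETtg and fibroblast-like cells at 46.9 CPM. These levels do not settle it, since the median depth was 25721.5 UMIs in luminal-like and 5590 UMIs in fibroblast-like cells. Free RNA can take a larger share of the UMIs of shallow cells.

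The scaling and a small difference below 0 in TripleTg cannot be told apart. TMM factors move every gene of a contrast by 1 factor, here by 0.067 in TripleTg and 0.068 in DoubleTg, which took the TripleTg median to −0.0041 (−0.014 to 0.0071) and the DoubleTg median to 0.62. The shift leaves the order of the genes and nearly the whole difference between the libraries as it was, so it bears only on where 0 lies.

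The mix of clusters among positive and negative cells also stays open for Cd44, Sox9, Tcf7l2 and Mmp7. Within clusters the TripleTg median over the 5 genes was 0.048 (0.037 to 0.126), the DoubleTg sign, and the values of these 4 genes were positive in both libraries, though the intervals of Cd44 in TripleTg and of Tcf7l2 in both libraries spanned 0. The mix of the named classes alone was argued against for Sox9, which in luminal-like cells was −0.117 (−0.140 to −0.094) in TripleTg and 0.67 in DoubleTg. In luminal-like cells Mmp7 was −0.0008 (−0.0094 to 0.0078) in TripleTg and 1.03 in DoubleTg, and Cd44 and Tcf7l2 were positive in both libraries. A mix of clusters finer than the named classes may therefore contribute to the opposite signs.

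For Plaur the mix of clusters was argued against as the whole cause, because within clusters the DoubleTg ratio stayed at −0.11 (−0.16 to −0.07) and the TripleTg ratio at 0.22 (0.19 to 0.26). In luminal-like cells alone the ratios kept their signs but were −0.049 (−0.079 to −0.019) in DoubleTg and 0.039 (0.0087 to 0.070) in TripleTg, so the mix of classes may account for most of the pooled difference. A biological difference through the stabilised β-catenin allele remains open and untested for all 5 genes, and a difference between the libraries other than genotype cannot be excluded with 1 library each.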

How the results depend on the processing

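Of the alternatives below, removing the 5% of cells with the highest doublet scores (530 DoubleTg and 475 TripleTg cells) and counting unnamed clusters as epithelial-like were chosen only after the data were seen. For the 11 results that answer a comparison, 94 values under alternatives were computed, of which 54 stayed within the counting interval, 38 moved beyond it and 2 changed direction, both of them values of the TripleTg median of the 5 genes named by the study. The androgen-regulated median ranged from −3.70 to −2.97, the Wnt target median from 3.84 to 4.32, the ribosomal protein median from 0.13 to 0.45 and Xpo1 from 0.12 to 0.45. For single genes, 854 values were computed for 84 results, of which 534 stayed, 306 moved and 14 changed direction. Both counts of values that stayed include some that equal the reported value by construction, as described at the end of this section. A change of direction is counted only where the interval of the reported ratio excludes 0. For 6 single genes it spans 0, and 6 of their 46 values had the other sign, for Sp1 (−0.13 to 0.20), Syp (−1.02 to 0.43) and Insm1 (−0.16 to 1.35) in TripleTg over DoubleTg. Where no cause is named below, the cause was not tested.

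The epithelial-like share of DoubleTg was 63.1% with all deposited cells, 77.1% with both libraries clustered together, 67.1% without the highest doublet scores and 77.6% with unnamed clusters counted. That of TripleTg was 71.5% with joint clustering and 82.7% with unnamed clusters counted, which adds cells by construction. The hMETtg-positive share of DoubleTg was 57.3% with joint clustering, 56.6% with at least 2 hMETtg UMIs, 51.7% at 5000 UMIs per cell, 83.9% in luminal-like cells and 57.2% with unnamed clusters counted. That of TripleTg was 21.1% with at least 2 hMETtg UMIs, 13.1% at 5000 UMIs, 33.9% in luminal-like cells and 32.7% with unnamed clusters counted. A higher minimum and a lower depth reduce these shares by construction.

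The DoubleTg median of the 5 genes named by the study was 0.48 with at least 2 hMETtg UMIs, 0.62 with TMM factors, 0.66 with a mean over cells, 0.67 in luminal-like cells and 0.20 within clusters. The TripleTg median of these genes was −0.15 with at least 2 hMETtg UMIs, −0.14 at 5000 UMIs per cell, −0.0041 with TMM factors and −0.037 with a mean over cells. At 5000 UMIs the androgen-regulated median was −2.97 and the ribosomal protein median 0.13. Over all epithelial-like cells the androgen-regulated median was −3.20, the Wnt target median 3.84, the ribosomal protein median 0.38 and Xpo1 0.44. In luminal-like cells the Wnt target median was 4.32, the ribosomal protein median 0.45 and Xpo1 0.45. With at least 2 hMETtg UMIs the ribosomal protein median was 0.18 and Xpo1 0.12, whose interval of −0.02 to 0.26 spans 0. The ribosomal protein median was 0.26 with all deposited cells and 0.29 with TMM factors. The median of the 8 luminal genes, cycling over non-cycling, was −0.14 with TMM factors.

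Changes of direction were as follows. In luminal-like cells alone, Svs2 went to 0.052 (−0.050 to 0.155) and Svs5 to 0.040 (−0.075 to 0.157) for positive over negative DoubleTg cells. Their signs changed, but neither value was distinguishable from 0. For the same contrast in TripleTg, luminal-like cells alone gave 0.10 for Cd44, 0.17 for Tcf7l2 and 0.039 for the median of the 5 genes. Within clusters TripleTg gave 0.021 for Cd44, 0.15 for Sox9, 0.042 for Tcf7l2, 0.048 for Mmp7 and 0.048 for the median. A mean over cells gave 0.0081 for TripleTg Tcf7l2, and TMM factors gave 0.025 by the shift of 0.067 that they add to every gene of this contrast, which says nothing about Tcf7l2 itself. For TripleTg over DoubleTg, Tcf7l2 was −0.13 at 5000 UMIs, Ccnd1 was −0.54 over all epithelial-like cells, and Chga was −0.90 with a mean over cells and −0.54 over all epithelial-like cells. Chga rests on 7 and 2 UMIs, so depth limits it, and Xpo1 at 5000 UMIs had an interval of −0.26 to 0.68.

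The removal of called doublets was run for the results of DoubleTg alone. It was not run for TripleTg or for TripleTg over DoubleTg, because the automatic threshold called 0 TripleTg cells. For the cycling comparison, in which every cell has 5000 UMIs, the mean over cells equals the sum by construction, and in TripleTg the deposited cells are the kept cells, so neither setting says anything about stability there.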

Other observations

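The tests of hMETtg depth and free RNA, of the ribosomal protein list, of an even spread of α-defensin UMIs and of α-defensins against Paneth cell genes were chosen only after the results were seen, although the thinning to 5000 UMIs was itself planned. The tests of Sftpc against lung genes, of an even spread of Sftpc, of α-defensins against intestine genes and of Svs4 were written down before their values were seen, but the genes had been noticed in these data, so every explanation here is a hypothesis.

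The hMETtg transgene was lower in TripleTg epithelial-like cells. A difference in depth was argued against as the whole cause, since at 5000 UMIs per cell the share was 13.1% in TripleTg and 51.7% in DoubleTg, with intervals apart. Free RNA as the source of the DoubleTg signal was argued against, since DoubleTg luminal-like cells stood at 494 CPM and immune-like cells at 117 CPM. What stays open, untested, is a difference between genotypes in the expression of the transgene, in the recombined cells or in the sampled tissue.

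The ribosomal protein list was higher in TripleTg hMETtg-positive cells. A few genes taking most of the counts were argued against, since the median was 0.27 with the 21 highest genes of either library set aside. Depth was argued against as the whole cause, since at 5000 UMIs per cell the median was 0.13 and its interval lay above 0. It fell below the 0.28 found with all UMIs, but positive cells were called again, which left 831 TripleTg and 3433 DoubleTg cells. The fall therefore mixes depth with a change of cells, and asking for at least 2 hMETtg UMIs alone gave 0.18. A part played by depth stays open, and so does a biological difference through the stabilised β-catenin allele.

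The lung gene Sftpc had 25659 UMIs in TripleTg and 10 in DoubleTg kept cells. In TripleTg 1 cell held 5738 of them (22.4%), and 5151 cells had at least 1. A list of 8 other lung genes, of which 7 also had UMIs in DoubleTg, had 16030 UMIs in TripleTg and 2364 in DoubleTg, and its most abundant genes in TripleTg were Scgb1a1 (6011 and 630 UMIs) and Sftpa1 (3046 and 0 UMIs). The lung list reached 62.5% of the Sftpc UMIs, between the limits set for and against lung cells or lung RNA, so lung RNA and expression by the sampled cells cannot be told apart. The highest cluster held 39.6 times the Sftpc CPM of the median cluster, but it was a cluster of shallow droplets, in which free RNA takes a larger share by construction, so this test was void and an even spread of free RNA cannot be told apart either. No biological explanation was tested.

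No explanation was tested for liver genes, which were higher in TripleTg as well. A list of 8 liver genes, of which 6 had UMIs in DoubleTg, had 19756 UMIs in TripleTg and 3972 in DoubleTg, led by Trf (9088 and 2830 UMIs) and Ttr (3278 and 767 UMIs). The list was highest in a macrophage-like cluster in both libraries, at 812 CPM in TripleTg and 342 CPM in DoubleTg. Alb had 11655 UMIs in TripleTg, where it was highest in a cluster of shallow droplets, and 1700 in DoubleTg, of which 1657 lay in 1 cell.

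The 6 α-defensin genes had 644001 UMIs in TripleTg and 126 in DoubleTg, of which 95 lay in 1 cell. Free RNA spread evenly over cells was argued against as the whole source, since the highest cluster held 32.2 times the CPM of the median cluster. This luminal-like cluster of 542 cells held 43.4% of the UMIs. Free RNA in the other cells is not excluded by this. At 5000 UMIs per cell, α-defensin UMIs were present in 48.7% of macrophage-like and 36.6% of endothelial-like TripleTg cells. The 8 intestine genes, of which 7 had UMIs in DoubleTg, had 14698 UMIs in TripleTg and 3101 in DoubleTg, led in TripleTg by Vil1 (11444 UMIs). They reached 2.28% of the α-defensin UMIs, between the limits set beforehand, but without Vil1 the other 7 had 3254 UMIs in TripleTg and 2923 in DoubleTg. A list of 6 genes of Paneth cells, the intestinal cells that make α-defensins, had 2083 UMIs in TripleTg and 163 in DoubleTg, led by Defa24 (1520 UMIs), 1 of its 2 α-defensins. The 4 Paneth cell genes that are not defensins, 3 of which had UMIs in TripleTg, had 466 UMIs there, led by Lyz1 (236 UMIs) and Itln1 (210 UMIs). That is 0.0724% of the α-defensin UMIs, which argues against Paneth cells or their RNA as the source. Other intestinal cells were not decided, since that share holds Paneth cell genes only and the 8 intestine genes lay between the limits. Reads shared between the paralogs were not tested. A biological difference through the stabilised β-catenin allele stays open and untested.

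The seminal vesicle gene Svs4 had 5496812 UMIs in TripleTg and 53961 in DoubleTg. At 5000 UMIs per cell it was present in 98.5% of macrophage-like and 98.1% of endothelial-like TripleTg cells, against 2.0% of macrophage-like DoubleTg cells. Shares over 95% are saturated, so this test was void. By level, macrophage-like TripleTg cells stood at 1415 CPM (1383 to 1448). Dendritic-like, smooth muscle-like and neutrophil-like cells stood near them, at 1282, 1315 and 1324 CPM, and a near-equal level is what free RNA would give. Endothelial-like cells at 3327 CPM (3257 to 3398) and fibroblast-like cells at 3839 CPM stood higher. Seminal vesicle-like cells stood at 191411 CPM and the lowest TripleTg cluster at 623 CPM. Free RNA and Svs4 expression outside the seminal vesicle-like cells therefore cannot be told apart from these values, and no biological explanation was tested.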
